A study of Mus musculus with 16 samples.

How the data were processed

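The series holds cerebral cortex of mice at postnatal day 28 to 35, of 4 genotypes: wild type (WT), a knockout of Fmr1 (the gene of the RNA-binding protein FMRP, whose loss underlies fragile X syndrome), a knockout of Cpeb1 (an RNA-binding protein gene), and a knockout of both, called the double knockout here. Per the labels' protocols, cytoplasmic lysate of each cortex was split into a part for ribosome profiling and a part for RNA-seq. The ribosome profiling part was treated with RNases, monosomes were collected from a sucrose gradient, and the protected fragments (ribosome footprints) were sequenced. For RNA-seq the cytoplasmic RNA was depleted of rRNA and fragments of 50 to 60 nt were taken. Each genotype has 2 libraries of each assay, numbered 1 and 2 in the titles, which makes 8 RNA-seq and 8 footprint libraries. The genotype, assay and number of every library were taken from its title.

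The authors deposited for each library a gene table whose columns, per the file headers, are those that RSEM writes, with estimated (expected) counts per gene, TPM and feature lengths. The deposited expected counts, which per the file headers are estimates per gene in the format of RSEM and are not scaled to library size, were the values analysed. Deposited TPM values, scaled by the authors within each library, were not used. The aligner, its version, the genome build and filters on reads are not stated in the labels. Of 15716 genes listed with a single transcript, 99.6% had an RNA-seq feature length that is a multiple of 3, and the footprint feature was 57 nt shorter in 99.6% of them, so the deposited counts appear to cover coding sequences rather than whole transcripts. The authors also deposited DESeq2 tables, per the series' design text, with a log2 change, a p-value and an adjusted p-value per gene for pairs of genotypes, and for RNA a comparison of WT with the double knockout as one group against both single knockouts as the other. The mean normalized signal column (baseMean) of the authors' deposited tables was identical in all files of an assay, with a largest relative difference of 0. The deposited log2 changes appear shrunken toward 0, from their values. Xtail tables, per the series' design text, give the authors' log2 change and adjusted p-value of translational efficiency, which is the footprint change relative to the RNA change. No version, covariate or filter of these fits is stated.

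Expected counts were rounded to whole numbers. Before rounding, 93.3% to 94.2% of the values of an RNA-seq library were whole, and 38% to 42.8% of those of a footprint library. Fractional estimates can come from reads shared between genes, which was examined only for Pla2g4e and Gm5150. The tables list 20436 genes. Library totals ran from 5423925 to 10246482 counts in RNA-seq and from 16239703 to 24973757 in footprints. The 10 genes with most counts took 2.51% to 2.88% of RNA-seq counts and 4.36% to 4.47% of footprint counts. In the fits of the genotypes the common dispersion was 0.0107 for RNA-seq and 0.00586 for footprints, and the footprint libraries were the deeper ones.

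Genes were tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter with its minimum count of 10, and the quasi-likelihood test (glmQLFit and glmQLFTest). Benjamini-Hochberg adjusted p-values under 0.05 count as called. After the filter 13287 genes were tested in RNA-seq, 13774 in footprints and 13027 for translational efficiency. All 8 libraries of an assay entered each fit, so that the genotypes share an estimate of the spread, and the replicate number was a block. The labels do not state a block; it was chosen because batch correction was, as far as recalled, among the study's methods, and the fit without it was an alternative. Translational efficiency was tested as the interaction of assay and genotype in a fit of all 16 libraries. The pooled comparison set both single knockouts against WT and the double knockout, 4 libraries against 4, in each assay. Levels are given as CPM, counts scaled to library size with TMM factors, as mean ± SD of 2 libraries. The SE of a log2 change was taken as its absolute size divided by the square root of the quasi-likelihood F statistic. That statistic uses a spread moderated across genes, so the SE can be smaller than the spread between replicates.

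Fmr1 and Cpeb1 are reported in every group. The design, the gene sets, most alternatives and the rule for other named genes were fixed before the data were examined. The rule took, for each knockout against WT and each measure, the 2 called genes with the largest change up and the 2 with the largest change down, provided that they moved the same way in both replicate pairs, averaged at least 50 counts, and had a symbol other than a provisional one. Genes outside that rule are named as such where they appear. Symbols come from the deposited tables. NCBI gene numbers and the order of genes along chromosomes come from a RefSeq gene table of assembly GRCm38.p6, in which 13082 of the 13774 genes tested in footprints had a position. No coordinates are given, since the authors' build is not stated.

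Relations across genes were computed from log2 CPM with a prior count of 2, on changes against WT within a replicate number, leaving out Fmr1 and Cpeb1. A change in replicate 1 was always set against a change in replicate 2, so that no library entered both sides. The share of the RNA change seen in footprints is the covariance of the RNA change in one replicate with the footprint change in the other, divided by the covariance of the RNA changes of both replicates. Comparisons that share the WT libraries were set beside 20 simulated draws of unchanged groups. Gene sets were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 18 tests. The sets were 81 symbols of mRNAs widely reported as bound by FMRP, of which 80 are in the tables and which hold both names of one gene, 85 cytosolic ribosomal protein genes, and 88 nuclear genes of oxidative phosphorylation. They were written from general knowledge. Lists of choroid plexus genes, pituitary genes and immediate-early genes were written after the tables were seen and before they were tested.

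The fits were tested on simulated counts with 200 genes changed by 1 on the log2 scale. For the Fmr1 knockout against WT, 76.5% of them were recovered in RNA-seq with 10 false calls, 89% in footprints with 12, and 69.5% for translational efficiency with 13. The pooled comparison recovered 91.5% in RNA-seq with 8 false calls and 94.5% in footprints with 7. Simulated shares of 0, 0.5 and 1 for the Fmr1 knockout were recovered as -0.0182, 0.518 and 1.05. The set test (limma camera) on simulated counts gave a p-value of 0.829 without a shift of the FMRP-bound set. With a shift of 0.2 on the log2 scale the p-value was 6.9e-10 (limma camera). Genes were drawn independently in these counts, so they do not test whether the preset inter-gene correlation suits the real sets.

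Alternatives tried were DESeq2 1.42.0 with the same design, DESeq2 size factors in edgeR, no filter, at least 10 counts in every library, no replicate block, a correction for gene length, only the 2 genotypes compared, the lysate as a further block for translational efficiency, other prior counts and filters for the relations, fry and an estimated correlation for the sets, and leaving out each library in turn. A planned relation of RNA changes to codon content was not run, since coding sequences were not analysed here. Xtail was not run here. Python 3.11.15 with pandas 2.3.3 read the authors' comparison tables, and matplotlib 3.10.9 drew the plots.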

Results

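The data comprised RNA-seq and ribosome profiling of mouse cortex in WT, Fmr1 knockout, Cpeb1 knockout and double knockout animals, with 2 libraries per genotype and assay. RNA-seq libraries 1 and 2 held 10246482 and 5423925 estimated counts in WT, 9998733 and 6420251 in the Fmr1 knockout, 8753873 and 6528734 in the Cpeb1 knockout, and 8365060 and 6148270 in the double knockout. Footprint libraries 1 and 2 held 24973757 and 21478167 in WT, 19679786 and 22773628 in the Fmr1 knockout, 23954381 and 24527111 in the Cpeb1 knockout, and 21645993 and 16239703 in the double knockout. The comparisons asked which RNA levels and which ribosome footprint levels change when FMRP is lost, whether loss of CPEB1 does the same, and whether the double knockout keeps these changes.

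The targeted genes were examined first. Fmr1 (NCBI gene 14265) had an RNA level of 100 ± 12.4 CPM (SD, n = 2) in WT, 101 ± 20.2 in the Cpeb1 knockout, 22.1 ± 5.3 in the Fmr1 knockout and 23.3 ± 2.61 in the double knockout. Its footprints were at 96.5 ± 1.09 CPM in WT, 101 ± 9.16 in the Cpeb1 knockout, 7.28 ± 1.99 in the Fmr1 knockout and 5.42 ± 0.139 in the double knockout. Cpeb1 (NCBI gene 12877) had an RNA level of 38.7 ± 7.33 CPM in WT, 32 ± 6.32 in the Fmr1 knockout, 17.8 ± 2.63 in the Cpeb1 knockout and 17.3 ± 1.73 in the double knockout. Cpeb1 footprints were at 34.4 ± 1.48 CPM in WT, 35.6 ± 1.67 in the Fmr1 knockout, 7.37 ± 0.0919 in the Cpeb1 knockout and 7.71 ± 0.0287 in the double knockout. In all 16 libraries the targeted genes were thus lower where the label names them as knocked out. Against WT, Fmr1 in its knockout changed by -2.18 ± 0.13 (SE) on the log2 scale in RNA (adjusted p = 5.64e-05) and by -3.75 ± 0.132 in footprints (adjusted p = 1.13e-08; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Cpeb1 in its knockout changed by -1.13 ± 0.182 in RNA, which did not pass the threshold in that test (edgeR, adjusted p = 0.225), and by -2.22 ± 0.109 in footprints (adjusted p = 3.45e-07). The RNA change of Cpeb1 passed it under 3 of 7 alternatives, with an adjusted p of 0.00597 in DESeq2 and a range up to 0.301 without the replicate block in edgeR.

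**Figure D1:**
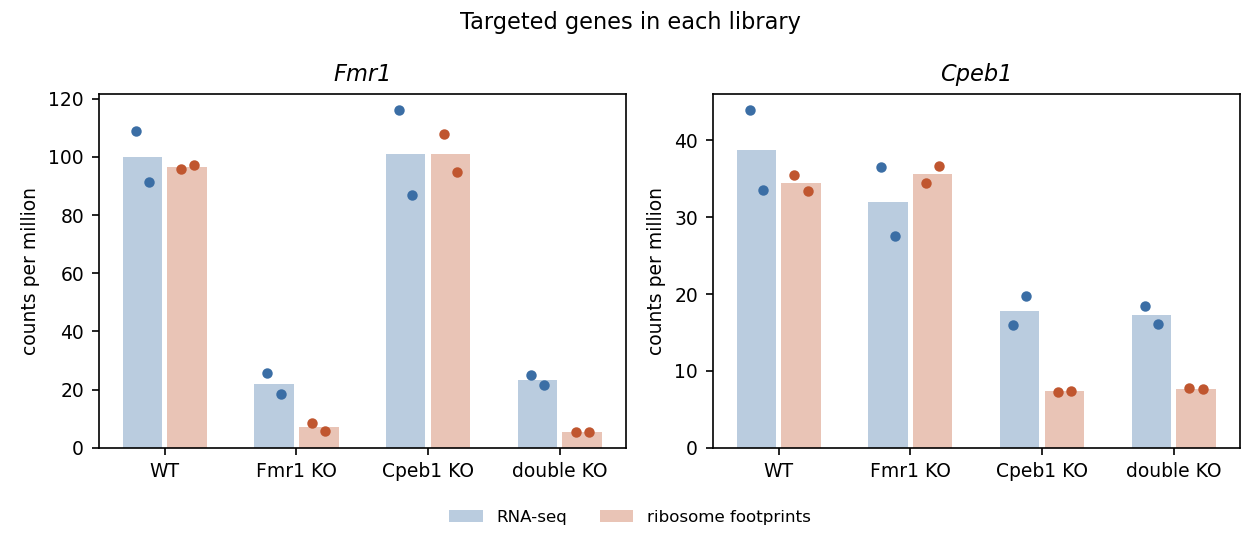
Level of Fmr1 and Cpeb1 in CPM in each genotype, for RNA-seq (blue) and ribosome footprints (red). Points are the 2 libraries and bars their mean; Fmr1 RNA lay near 100 in WT and near 22.1 in the Fmr1 knockout, and its footprints fell to 7.28.

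In pairs of genotypes, RNA-seq gave few called genes in edgeR. The Fmr1 knockout against WT, the double knockout against WT, the double knockout against the Cpeb1 knockout, and the Fmr1 knockout against the Cpeb1 knockout each gave 1 called gene, which was Fmr1. The Cpeb1 knockout against WT gave 0 called genes, with 1455 at an unadjusted p under 0.05, and the double knockout against the Fmr1 knockout gave 0, with 2087 at an unadjusted p under 0.05. The count of the double knockout against the Cpeb1 knockout moved most, to 490 with the gene length correction, and that of the Fmr1 knockout against WT rose to 401 when only the libraries of these 2 genotypes were fitted. The authors' deposited table for that comparison had 50 called genes, 10 higher and 40 lower, and the authors' deposited table for the Cpeb1 knockout against WT had 145, 13 higher and 132 lower. Of these genes, 1 of the 50 and 0 of the 145 were called here. All 50 and all 145 changed in the same direction here, but both analyses use the same libraries, so the shared direction is no independent support.

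The pooled RNA comparison of both single knockouts with WT and the double knockout gave 971 called genes of 13287, 295 higher and 676 lower in the single knockouts (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The median size of their change was 0.43 on the log2 scale. The count was 274 when the same contrast was taken in a fit of the 4 genotypes, and 271 of these genes were among the 971. The count also depended on single libraries: it was 151 without Fmr1 knockout replicate 1, 159 without Cpeb1 knockout replicate 1, 207 without double knockout replicate 1, 298 without WT replicate 1 and 596 without Fmr1 knockout replicate 2. The difference between the pooled groups in replicate 1 correlated with that in replicate 2 at r = 0.256 across 13285 genes, which are not independent replicates. The authors' deposited table for this comparison had 1372 called genes, 464 higher and 908 lower in the single knockouts, of which 897 were also called here. The same comparison of the footprint libraries gave 0 called genes, with 957 at an unadjusted p under 0.05, and a correlation across replicates of r = 0.0872 over 13772 genes.

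In footprints most called genes came from comparisons with the double knockout. Against WT, 8 genes were called in the Fmr1 knockout (4 higher, 4 lower), 11 in the Cpeb1 knockout (8 higher, 3 lower) and 365 in the double knockout (206 higher, 159 lower; edgeR). The double knockout differed from the Cpeb1 knockout in 772 genes (413 higher, 359 lower) and from the Fmr1 knockout in 46 (26 higher, 20 lower). The single knockouts differed from each other in 8 genes (2 higher, 6 lower in the Fmr1 knockout). Of the genes called in the double knockout against WT, 244 were also called against the Cpeb1 knockout, all 244 in the same direction, although both comparisons share the double knockout libraries. Fitting the double knockout and WT libraries alone gave 85 genes in place of 365. The authors' deposited table for this comparison had 743 called genes, 323 of them called here.

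**Figure D2:**
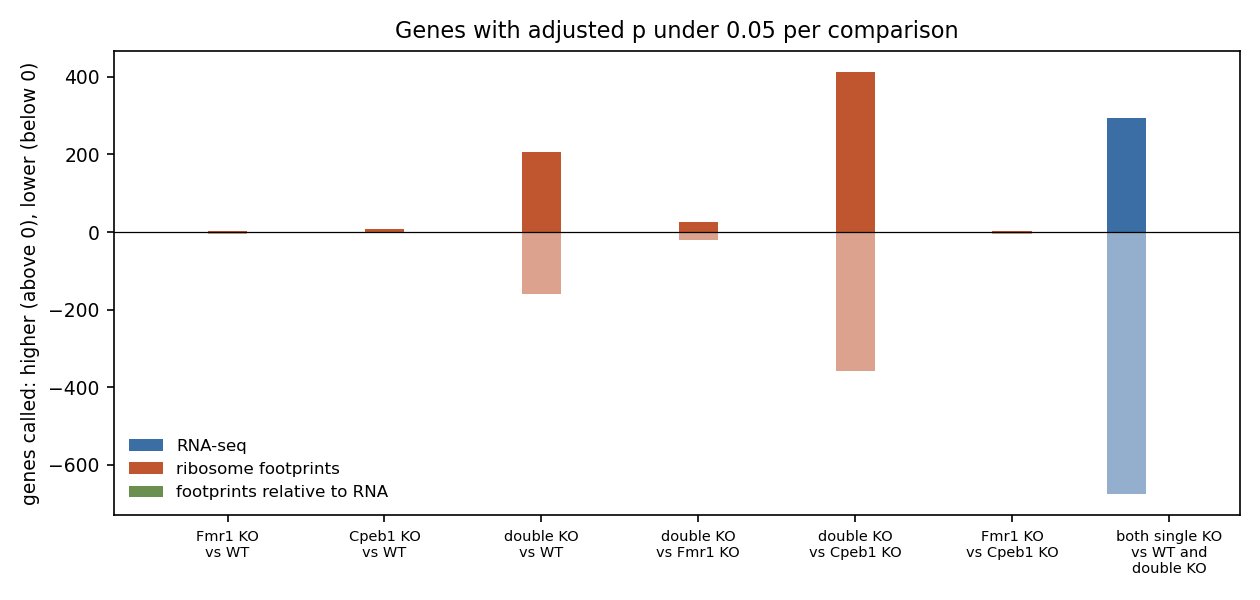
Genes with an adjusted p-value under 0.05 (edgeR) in each comparison, higher genes above 0 and lower genes in paler colour below 0, for RNA-seq, ribosome footprints and footprints relative to RNA. The tall bars are the 971 RNA genes of the pooled comparison and the footprint genes of the double knockout; footprints relative to RNA gave 0 to 2 genes, too few to see at this scale.

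The genes named by the rule were all from footprints, apart from a change in translational efficiency. Pla2g4e (NCBI gene 329502) had 10.3 ± 0.56 CPM of footprints in WT and 53.9 ± 3.18 in the Fmr1 knockout, 55.1 ± 8.8 in the Cpeb1 knockout and 55 ± 0.875 in the double knockout. Its log2 changes were 2.38 ± 0.114, 2.41 ± 0.114 and 2.41 ± 0.114, with adjusted p-values of 2.51e-07, 3.45e-07 and 2.19e-07 (edgeR). Its RNA was at 44.9 ± 10.3, 31.4 ± 1.92, 53.4 ± 11.3 and 37.9 ± 38.1 CPM in WT and the same knockouts, and the double knockout libraries held 64.8 and 11 CPM. Of its 100 nearest tested neighbours, 12 also had an unadjusted p under 0.05 in the same direction in footprints of all 3 knockouts. Rec8 (NCBI gene 56739) footprints rose by 4.28 ± 0.533 in the Fmr1 knockout (adjusted p = 0.00716, edgeR) and by 4.12 ± 0.534 in the Cpeb1 knockout (adjusted p = 0.0136), from 9 and 1 counts in the WT libraries. Without WT replicate 1 these changes were 6.83 and 6.68, without WT replicate 2 they were 3.04 and 2.89, and without the replicate block both lost the call. Within replicates 1 and 2 the change was 2.74 and 5.47 in the Fmr1 knockout, and 2.45 and 5.42 in the Cpeb1 knockout. This spread is wider than the SE. Rec8 RNA held 8 and 40 counts in WT and 0 to 3 in the knockout libraries, which is the opposite direction.

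Adi1 (NCBI gene 104923) footprints were lower than the 51.8 ± 7.06 CPM of WT, by -0.999 ± 0.122 on the log2 scale in the Fmr1 knockout (adjusted p = 0.00716, edgeR) and -0.76 ± 0.12 in the Cpeb1 knockout (adjusted p = 0.0361). In the Cpeb1 knockout the call was lost without the replicate block. Of the 100 nearest tested neighbours of Adi1, 7 had an unadjusted p under 0.05 in the same direction in footprints of both single knockouts. Capn3 (NCBI gene 12335), a neighbour of Pla2g4e, changed by -1.52 ± 0.218 in the Cpeb1 knockout (adjusted p = 0.0229, edgeR) and -1.80 ± 0.234 in the double knockout (adjusted p = 0.00402), from 6.55 ± 1.24 CPM in WT. Dnah6 (NCBI gene 330355) changed by -1.37 ± 0.198 in the Fmr1 knockout (adjusted p = 0.0217, edgeR) and lost the call without the replicate block. In the double knockout Rsph3a (NCBI gene 66832) changed by 1.24 ± 0.23 (adjusted p = 0.0223, edgeR) and Stat4 (NCBI gene 20849) by -1.27 ± 0.255 (adjusted p = 0.0289). Rsph3a lost the call without the replicate block, and Stat4 in the fit of 2 genotypes. Beside Pla2g4e, only Gm5150 (NCBI gene 381484) was called in all 3 knockouts against WT in footprints. It lies outside the naming rule and was chosen after its values were seen. Gm5150 had 1 and 0 footprint counts in the WT libraries and 52 to 82 in each knockout library, and its footprints can be shared with related genes.

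**Figure D3:**
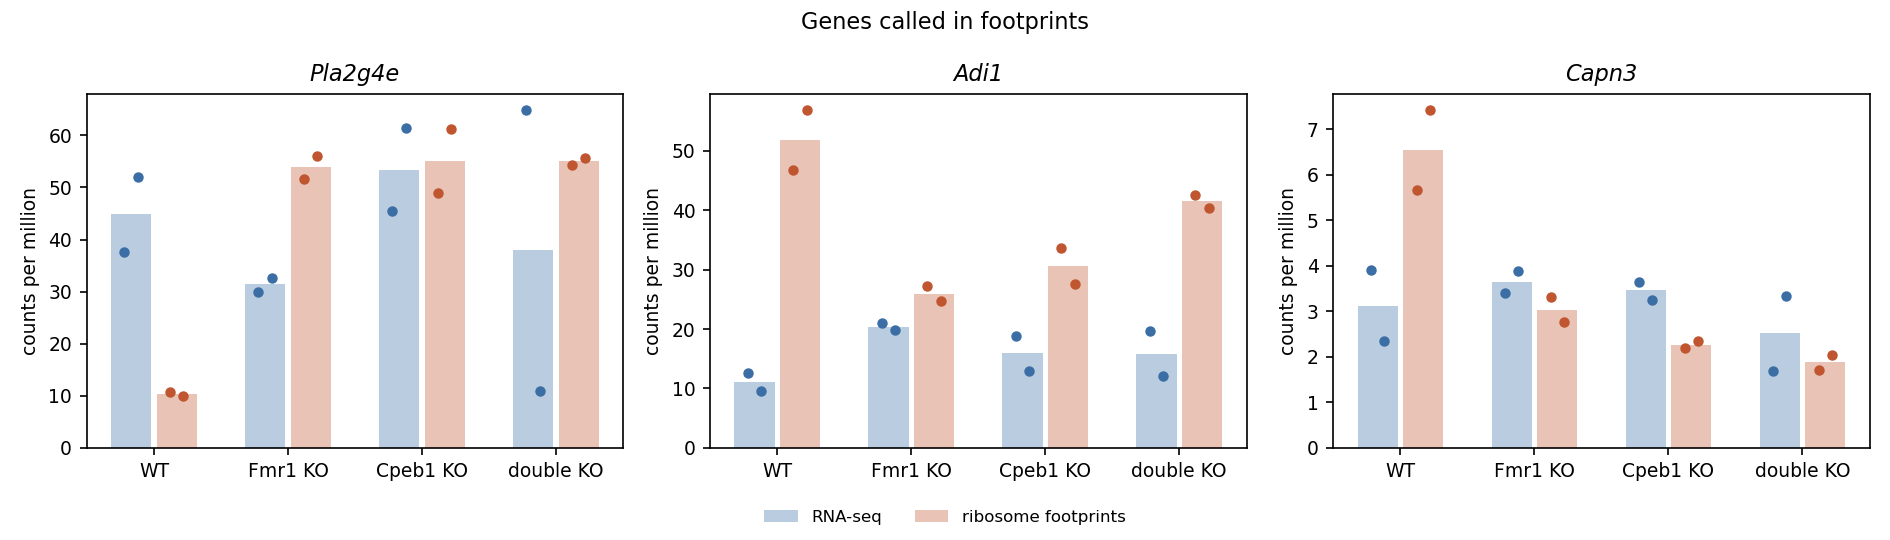
Levels of Pla2g4e, Adi1 and Capn3 in CPM in each genotype, for RNA-seq (blue) and ribosome footprints (red). Points are the 2 libraries and bars their mean; Pla2g4e footprints lay at 10.3 in WT and at 53.9 to 55.1 in the knockouts, while its RNA showed no such step.

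Translational efficiency, tested as the interaction of assay and genotype, differed for 2 genes in the Fmr1 knockout against WT, namely Fmr1 with -1.57 ± 0.193 (adjusted p = 0.00488, edgeR) and Adi1 with -1.88 ± 0.231 (adjusted p = 0.00488), and both calls were lost without the replicate block. It gave 0 genes in the Cpeb1 knockout against WT, with 1237 at an unadjusted p under 0.05, 1 in the double knockout against WT, and 0 in the double knockout against the Fmr1 knockout, with 864 at an unadjusted p under 0.05. The double knockout against the Cpeb1 knockout and the Fmr1 knockout against the Cpeb1 knockout gave 1 each. Those 3 single genes were Fmr1, whose call was lost between the single knockouts without the replicate block, and between the double and the Cpeb1 knockout in the fit of 2 genotypes. DESeq2 moved the Cpeb1 knockout count most, to 14. The authors' deposited Xtail tables had 431 called genes in the Fmr1 knockout against WT (345 higher, 86 lower), 359 in the Cpeb1 knockout and 22 in the double knockout. In the authors' deposited tables the RNA change was larger than the footprint change for 91.9% of these genes in the Fmr1 knockout, 94.4% in the Cpeb1 knockout and 27.3% in the double knockout.

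Changes against WT were then compared across replicates and knockouts, across 13000 genes that are not independent replicates. RNA changes of replicate 1 and replicate 2 correlated at r = 0.217 in the Fmr1 knockout, 0.16 in the Cpeb1 knockout and 0.0285 in the double knockout. Footprint changes correlated at -0.0444, -0.00549 and 0.213 in the same order. The RNA change of the Fmr1 knockout in one replicate correlated with that of the Cpeb1 knockout in the other at r = 0.132 and 0.231, and simulated unchanged groups gave means between -0.0178 and 0.0178 over 20 draws. Among genes with a mean of at least 200 counts their mean rose from 0.182 to 0.365. With the shared WT libraries on both sides, the correlation was 0.706 against 0.507 in simulated unchanged groups. Each single knockout gave lower values with the double knockout: 0.046 and -0.0879 for the Fmr1 knockout, 0.0358 and -0.0988 for the Cpeb1 knockout. With shared WT libraries these were 0.271 and 0.259, below the simulated 0.505 and 0.504. In footprints the single knockouts gave -0.0779 and -0.0861, and 0.549 against a simulated 0.497 with shared WT libraries. The double knockout in footprints gave -0.0317 and 0.0741 with the Fmr1 knockout and -0.134 and 0.00853 with the Cpeb1 knockout. With shared WT libraries it gave 0.489 and 0.33 against a simulated 0.481 and 0.49. Without shared libraries, the mean of every pair in either assay lay outside its range of simulated means. For footprints of the single knockouts it was -0.082 against -0.0223 to 0.0207. For RNA of the Cpeb1 and double knockouts it was -0.0315 against -0.0194 to 0.0166. A mean outside these ranges therefore does not by itself show a shared effect of genotype.

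The share of the RNA change seen in footprints was -0.466 and 0.244 for the Fmr1 knockout, with a mean of -0.111 ± 0.502 (SD, n = 2 replicate orders). It was -0.447 and 0.138 for the Cpeb1 knockout, with a mean of -0.154 ± 0.414. Neither mean lay apart from 0 by more than its spread, and the mean over 2 orders stood below a share of 1 by more than that spread. For the double knockout the share was 4.22 and 3.36. This value divides by the nearly absent RNA covariance of that genotype and is not interpretable as a share; it moved to 14 with the filter of at least 10 counts in every library.

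**Figure D4:**
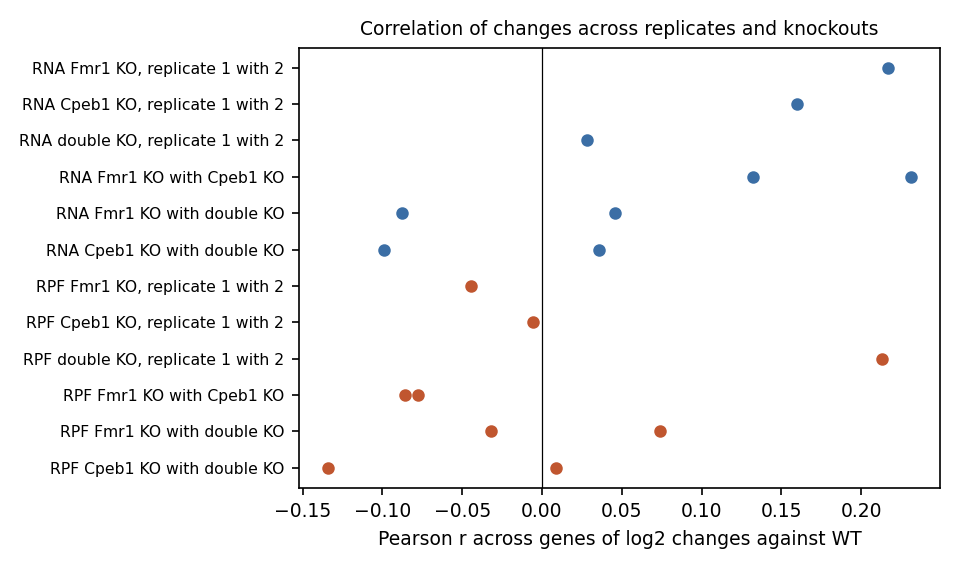
Pearson r across 13000 genes of log2 changes against WT, with replicate 1 on one side and replicate 2 on the other, so that no library is on both sides. Blue points are RNA-seq and red points footprints (RPF); a pair of points gives both orders of the replicates. RNA changes of the single knockouts lie at 0.132 to 0.231, and the footprint changes of the double knockout repeat at 0.213.

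The gene sets were tested in each knockout against WT. In RNA of the Fmr1 knockout the median log2 change was -0.17 for the FMRP-bound set (11 of 80 genes higher; adjusted p = 1.3e-08, limma camera), 0.34 for ribosomal protein genes (82 of 82 higher; adjusted p = 6.21e-18) and 0.18 for oxidative phosphorylation genes (74 of 81 higher; adjusted p = 1.18e-07). The Cpeb1 knockout gave -0.17 (11 of 80 higher; adjusted p = 5.48e-08, limma), 0.30 (80 of 82 higher; adjusted p = 3.54e-13) and 0.20 (76 of 81 higher; adjusted p = 3.92e-08). The double knockout gave 0.011, 0.047 and -0.0098 with adjusted p-values of 0.719, 0.261 and 0.914 (limma). The difference between the double and the single knockouts was not tested for these sets. In footprints the FMRP-bound set had medians of 0.046 (55 of 80 higher; adjusted p = 0.0235, limma) in the Fmr1 knockout, 0.056 (56 of 80; adjusted p = 0.0176) in the Cpeb1 knockout and 0.093 (62 of 80; adjusted p = 0.000999) in the double knockout. Oxidative phosphorylation genes had a footprint median of -0.027 in the Cpeb1 knockout (29 of 84 higher; adjusted p = 0.0354, limma). The other 5 footprint tests did not pass, with adjusted p-values from 0.0965 to 0.752 (limma). These 10 calls of 18 tests rest on the preset correlation: with fry 0 held (1 at an unadjusted p under 0.05, lowest adjusted p = 0.55, limma), and with a correlation estimated per set 0 held (0 at an unadjusted p under 0.05, adjusted p = 0.681).

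Gene by gene, 0 FMRP-bound genes were called over all genes tested in RNA of the Fmr1 knockout (22 at an unadjusted p under 0.05), against 5 when adjusted over the list alone, all 5 lower. In RNA of the Cpeb1 knockout these counts were 0 (28 unadjusted) and 10 adjusted over the list alone, all 10 lower. In footprints of the double knockout 6 were called over all genes and 18 adjusted over the list alone, 15 higher and 3 lower. In footprints of the Cpeb1 knockout the counts were 0 (3 unadjusted) and 1 adjusted over the list alone, which was higher. For translational efficiency the Cpeb1 knockout gave 0 (27 unadjusted) and 16 adjusted over the list alone, all 16 higher. Oxidative phosphorylation genes gave 1 lower gene in footprints of the double knockout under both adjustments. Every other combination of set, measure and knockout against WT gave 0 by both counts, with 0 to 43 genes at an unadjusted p under 0.05, the 43 being ribosomal protein genes in RNA of the Fmr1 knockout.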

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

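Of the tests here, the counts over other splits of the libraries and the neighbour tests around Gm5150, Rec8 and Adi1 were chosen before their results were seen. The gene length correction was set down with the design, and what it would show as a test of the cause was written down only after its count was seen. The tests of replicate 1 alone, of paralogs, of the neighbours of Pla2g4e in both assays, and of the neighbours of Rec8 and Adi1 in the single knockouts alone were chosen only after the result was seen.

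The RNA change between libraries with and without Fmr1 differed by whether Cpeb1 was present, be the cause genotype or a batch. A test of the difference itself, the interaction of both knockouts in a fit of 4 genotypes, called 274 of 13287 genes. In 236 of them the effect was higher with Cpeb1 lost and in 38 it was lower. The pooled comparison of both single knockouts with WT and the double knockout asks the same question with fewer terms and gave 971 genes. Only 1 of the 35 splits of the 8 RNA-seq libraries into 4 and 4, the real one, gave as many genes. The next split, which set replicate 1 against replicate 2, gave 29. Most other splits separate the 2 libraries of a genotype, so a genotype difference adds to their spread and a low count is expected. Other splits that keep genotypes whole set the Cpeb1 knockout with the double knockout, or with WT, and gave 0 and 1. The splits thus compare the real grouping mainly with groupings that mix genotypes. Each pooled group held both replicate numbers equally often. An effect of replicate 1 alone is argued against by the r of 0.256 across genes between the pooled difference in replicate 1 and that in replicate 2, which share no library. The count was 151, 159, 207 and 298 without replicate 1 of the Fmr1 knockout, the Cpeb1 knockout, the double knockout and WT. Without replicate 2 of the same genotypes it was 596, 969, 1435 and 1304. Its size thus rests on replicate 1, whose RNA-seq libraries were also the deeper ones, and a larger difference in replicate 1 than in replicate 2 is not ruled out.

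The genes of the pooled RNA difference had a length trend. Those lower in the single knockouts had a median effective length of 2210 nt, those higher 1110 nt, and all tested genes 1400 nt. After a smooth trend on length was removed per library, 1389 genes were called and 881 of the 971 were among them, which argues against gene length as the whole cause. Library totals overlapped between the pooled groups. GC content was not tested, since no sequences were analysed here. Library preparation dates are not in the labels, so a batch that holds both single knockouts cannot be told apart from their genotypes. Deviations of numbered libraries from their genotype mean correlated most between the Fmr1 and the Cpeb1 knockout. This r was 0.468 in RNA-seq and 0.55 in footprints, against at most 0.265 and 0.158 for the other pairs. It leans toward such a batch but does not show one. An interaction of FMRP and CPEB1 on RNA levels stays among the open explanations.

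In footprints the same interaction called 9 of 13774 genes, with 1733 at an unadjusted p under 0.05, 4 of the 9 with an effect higher and 5 lower where Cpeb1 was lost. The pooled footprint comparison called 0 genes, with 957 at an unadjusted p under 0.05, and all 35 of the 35 splits of the footprint libraries gave as many, as every split reaches a count of 0. Of the 9 genes, Nrgn and Ctxn1 were also called in RNA in the same direction, with interactions of 1.16 (adjusted p = 0.0385, edgeR) and 0.90 (adjusted p = 0.0385) in RNA and of 0.82 (adjusted p = 0.0314) and 0.82 (adjusted p = 0.0395) in footprints. Hist4h4, Rdx and Kidins220 were not called in RNA. These 5 genes lie outside the naming rule, as does Gm5150, and were chosen after their values were seen.

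In the other 4 the single knockouts moved alike away from WT. Pla2g4e had an interaction of -2.38 ± 0.152 (SE, log2; adjusted p = 1.71e-05, edgeR), since its footprints rose to the same level in all 3 knockouts. Gm5150 had -6.96 ± 0.632 (adjusted p = 0.000522, edgeR) for the same reason. With 1 and 0 counts in the WT libraries, its fitted value depends on the prior count and is no measure of a fold. Rec8 had -6.18 ± 0.687 (adjusted p = 0.0026, edgeR), with 9 and 1 counts in WT, 56 to 143 in the single knockout libraries, and 22 and 16 in the double knockout. Adi1 had 1.44 ± 0.172 (adjusted p = 0.0046, edgeR), as its footprints were lower in the single knockouts than in WT and the double knockout, while its RNA interaction had the opposite sign, -0.89 (adjusted p = 0.0924, edgeR).

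Reads shared between paralogs were examined for Pla2g4e and Gm5150. The footprints of the Pla2g4 family together rose 3.79-fold in the knockouts over WT, and the members other than Pla2g4e held 5.62 CPM in WT and 4.59 to 6.1 in the knockouts, which argues against a shift of reads within the family. For Gm5150 the relatives Sirpb1a, Sirpb1b and Gm9733 changed by 0 CPM, as they had 0 CPM in WT and the knockouts. With Sirpa, which held nearly all their footprints, the relatives were at 235 ± 7.52 CPM in WT. They were lower in the Fmr1, Cpeb1 and double knockout, at 213 ± 5.52, 220 ± 6.75 and 193 ± 17.7 CPM. This is the direction of a shift of reads to Gm5150, but the fall is larger than the 3.25 CPM that Gm5150 gained. The high level of Sirpa would also hide a loss as small as that gain, so paralogs of Gm5150 stay open.

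A chromosome region that differs between WT and knockout animals was tested with the 50 tested genes on each side. A neighbour counted as changed if it had an unadjusted p under 0.05 in the same direction in footprints of all 3 knockouts. Around Pla2g4e 12 of 100 neighbours had changed, against 63 of 12979 other genes (exact Fisher test, two-sided p = 3.56e-13, adjusted over 8 tests 2.85e-12). The 12 were Aqr, Srp14, Pak6, Ccdc32, Rmdn3, Exd1, Ndufaf1, Ganc, Capn3, Wdr76, B2m and Bloc1s6, 4 of them lower in the knockouts. A candidate explanation for the Pla2g4e, Capn3 and neighbouring footprint changes is a variant segment of this region that differs between the WT animals and the knockout animals, rather than loss of FMRP or CPEB1. In RNA 0 of 98 neighbours had changed against 20 of 12297 other genes (exact Fisher test, two-sided p = 1). As only 0.159 changed neighbours would be there by the rate of other genes, this count excludes nothing. Across the 12 genes the mean change over the knockouts in RNA had r = -0.274 (rho = -0.392) with that in footprints, and 5 of the 12 had the same direction, but these genes were chosen for their footprints. The RNA-seq libraries of a genotype also differed in this region, so whether it sets WT apart in RNA stays open. A variant could also change how short footprints were assigned without a change in RNA, which was not tested.

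For Gm5150 0 of 70 neighbours had changed (exact Fisher test, two-sided p = 1), and a variant at that gene alone would leave its neighbours unchanged, so a local variant cannot be told apart from an effect of the knockouts there. For Rec8 0 of 100 had changed (p = 1) and for Adi1 1 of 100, Kcnf1 (exact Fisher test, two-sided p = 0.439), but a count over all 3 knockouts cannot find a region that follows the single knockouts alone. A variant shared alike by all knockout animals would also give the double knockout the level of the single knockouts. Against the Fmr1 and the Cpeb1 knockout, the double knockout differed by -2.05 (adjusted p = 0.0593, edgeR) and -1.90 (adjusted p = 0.026) for Rec8, and by 0.68 (adjusted p = 0.0415) and 0.44 (adjusted p = 0.0516) for Adi1. These values lean against such a variant, though without the replicate block the adjusted p-values (edgeR) rose to 0.156 and 0.066 for Rec8 and to 0.098 and 0.082 for Adi1.

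Neighbours were therefore counted again if they had an unadjusted p under 0.05 in the same direction in footprints of both single knockouts, whatever the double knockout did. Around Adi1 these were 7 of 100 against 141 of 12979 other genes (exact Fisher test, two-sided p = 0.000137, adjusted over 8 tests 0.000548), namely Greb1, E2f6, Kcnf1, Atp6v1c2, Grhl1, Kidins220 and Trappc12. A candidate explanation for the change of Adi1 is thus a segment in which WT animals differ from the single knockout animals, rather than loss of FMRP or CPEB1 itself. Around Rec8 it was 1 of 100, Pck2, against 147 of 12979 (exact Fisher test, two-sided p = 1), which leaves a variant at Rec8 alone open.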

How the results depend on the processing

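The DESeq2 size factors for the gene set tests were chosen after seeing the data, and the tests below were otherwise set down together with the design.

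The main design held the replicate number as a block, and this choice affects many counts. A check of the residuals of numbered libraries did not settle whether the numbers pair samples. Correlations across 10555 genes between genotypes of the same number ran from -0.0306 to 0.468 in RNA-seq and from -0.111 to 0.55 in footprints. They were over 0.1 in 4 of 6 and 3 of 6 pairs. Setting replicate 1 against replicate 2 called 29 genes in RNA-seq and 0 in footprints (edgeR), so some RNA-seq genes differed by number. Without the replicate block the pooled RNA comparison called 380 genes, 64 higher and 316 lower, all 380 among the 971. In footprints it called 5 for the Cpeb1 knockout and 73 for the double knockout against WT. The double knockout gave 4 against the Fmr1 knockout and 207 against the Cpeb1 knockout, and the single knockouts gave 2 against each other. For translational efficiency it called 0 in the Fmr1 knockout (721 at an unadjusted p under 0.05), 2 between the double and the Cpeb1 knockout, and 0 between the single knockouts (172 unadjusted).

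Fitting only the 2 genotypes compared, with fewer libraries to estimate the spread, gave for RNA 401 genes in the Fmr1 knockout, 71 in the Cpeb1 knockout and 24 in the double knockout against WT, and 166 and 132 in the double knockout against the Fmr1 and the Cpeb1 knockout. In footprints it gave 43, 32 and 85 against WT, 762 and 1701 for the double knockout against the single knockouts, and 141 between those. For translational efficiency it gave 3 in the Cpeb1 knockout and 0 between the double and the Cpeb1 knockout (590 at an unadjusted p under 0.05).

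With DESeq2 the RNA counts were 5, 45 and 3 for the Fmr1, Cpeb1 and double knockout against WT, 33 between the double and the Fmr1 knockout, and 212 between the double and the Cpeb1 knockout. Footprints gave 15 in the Fmr1 knockout, 202 between the double and the Fmr1 knockout, and 4 in the pooled comparison. Translational efficiency gave 14 in the Cpeb1 knockout, 2 in the double knockout, 4 and 3 in the double knockout against the Fmr1 and the Cpeb1 knockout, and 2 between the single knockouts. The cause was not tested.

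Without a filter on low counts RNA gave 3, 4 and 2 against WT in the same order, 2 between the double and the Fmr1 knockout, and 206 between the double and the Cpeb1 knockout. Footprints gave 16 in the Fmr1 knockout, 19 in the Cpeb1 knockout, 165 between the double and the Fmr1 knockout, and 5 in the pooled comparison. Translational efficiency gave 1 in the Cpeb1 knockout, 2 in the double knockout, 2 and 3 in the double knockout against the Fmr1 and the Cpeb1 knockout, and 2 between the single knockouts. At least 10 counts in every library gave 2 there. The cause was not tested.

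The gene length correction, with the replicate block kept, gave in RNA 1 gene in the Cpeb1 knockout and 490 between the double and the Cpeb1 knockout, in footprints 89 between the double and the Fmr1 knockout, and for translational efficiency 2 between the double and the Cpeb1 knockout and 2 between the single knockouts. In RNA of the double knockout the adjusted p of the ribosomal set fell to 0.0407 (limma), and the direction of oxidative phosphorylation genes reversed without a call (adjusted p = 0.643, limma). In footprints of the Cpeb1 knockout that of ribosomal protein genes reversed without a call (adjusted p = 0.736, limma), and oxidative phosphorylation genes lost theirs (adjusted p = 0.445, limma). The cause was not tested. The lysate as a further block gave for translational efficiency 1 gene in the Cpeb1 knockout, 3 between the double and the Cpeb1 knockout, and 2 between the single knockouts.

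In a fit of 4 genotypes the pooled contrast called 274 genes in RNA and 9 in footprints, with fewer degrees of freedom left. Leaving out each library in turn, the pooled comparison called from 151 to 1435 genes in RNA and from 0 to 2 in footprints, across 8 fits each. The lowest count came without Fmr1 knockout replicate 1.

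For the gene sets fry gave an adjusted p of 0.588 (limma) for 9 of the 10 sets called and 0.55 for the FMRP-bound set in footprints of the double knockout, and a correlation estimated per set gave 0.681 for all 10. Scaling with size factors moved the median of all genes by -0.0149 to 0.00103 on the log2 scale, and 10 sets were called.

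The share of the RNA change in the double knockout was 5.04 with a prior count of 5, 14 with at least 10 counts in every library, and 5.14 with a mean of at least 200 counts. The relation of footprint changes between the single knockouts was -0.0615 and -0.0977 with prior counts of 0.5 and 5, -0.139 with at least 10 counts in every library, and -0.147 with a mean of at least 200 counts, where that of RNA changes was 0.365. The cause was not tested.

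For named genes, 237 of 262 values under these alternatives kept their direction and side of the threshold, 10 lost the call, 15 gained it and 0 reversed. Most of these values belong to the targeted genes Fmr1 and Cpeb1. Among the genes named by the rule, Rec8, Dnah6, Adi1, Rsph3a and Stat4 each lost a call under an alternative, while Pla2g4e and Capn3 kept theirs. Of 184 values with a library left out, 53 moved by more than the spread between replicates and 0 reversed. The 4 values for which DESeq2 gave no adjusted p were left out. The codon GC3 relation was not run, since no coding sequences were analysed here. In RNA-seq 76.5% of simulated changes of 1 on the log2 scale were recovered in the Fmr1 knockout against WT; smaller changes and other depths were not simulated, so whether depth limits the counts was not tested.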

Other observations

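The tests on the spread of footprints, the matching of lysates, choroid plexus and immediate-early genes, genes next to Cpeb1 and pituitary genes were chosen only after the result was seen, and the test of double knockout RNA replicate 2 was chosen before its result.

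Most RNA changes shared by the single knockouts had no called counterpart in footprints, where the changes of each single knockout against WT correlated across replicates at -0.0444 and -0.00549. The pooled footprint difference repeated across replicates at r = 0.0872, and at 0.173 among genes with a mean of at least 200 counts, against 0.256 and 0.416 in RNA, so a smaller shared change in footprints is not ruled out. More noise in footprint than in RNA-seq counts is argued against: in the fits of 4 genotypes, which measure the spread between replicates, the common dispersion of footprints was 0.00586 and that of RNA-seq 0.0107. In the pooled fits, where genotypes within a group add to the spread, it was 0.00917 and 0.00909. The footprint libraries were deeper, and 94.5% of simulated changes of 1 on the log2 scale were recovered in the pooled footprint comparison. The called RNA changes had a smaller median size, 0.43. The labels have RNA-seq and footprint libraries of the same genotype and number from the same lysate. This was examined with the 100 genes that varied most between libraries, leaving out Fmr1 and Cpeb1. Their mean correlation between assays across the 8 lysates was 0.205, with a one-sided exact permutation p of 0.0303 over 40320 pairings, which met the criterion written for this test. That criterion was set aside after the result, since pairings across genotypes also break the relation that genotype itself makes. The 16 pairings that only exchange replicates within a genotype cannot give a p below 0.0625 and decide nothing (p = 0.375, exact permutation). The difference between replicates 1 and 2, free of genotype, was therefore compared between assays across 10555 genes. It correlated at 0.0175 in WT, 0.238 in the Fmr1 knockout, 0.185 in the Cpeb1 knockout and 0.23 in the double knockout. The 12 pairs of different genotypes ran from -0.0373 to 0.242. The labelled pairing had the highest mean of 24 pairings of genotypes, 0.168, with a one-sided exact permutation p of 0.0417, the smallest these can give. These values go against a mismatch in every genotype. It stays open for WT, and for the single knockouts, since Fmr1 knockout RNA correlated with Cpeb1 knockout footprints at 0.242. Fmr1 itself correlated at r = 0.988 between assays and Cpeb1 at 0.928, so the genotypes of the libraries match.

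Other tissue in one part of a lysate was examined with marker lists. Of 14 choroid plexus genes 5 could be used, and their mean level in RNA and in footprints correlated at r = -0.174 across the 8 lysates (exact permutation p = 0.671, rho = -0.286, exact permutation p = 0.501, r without 2 lysates = -0.247). The 13 immediate-early genes gave r = -0.0465 (exact permutation p = 0.911, rho = -0.0476, exact permutation p = 0.935, r without 2 lysates = -0.475), and cortex expresses these genes itself. Adjusted over these 2 relations, the p-values were 0.911 for both r and 0.935 for both rho. With 8 lysates neither relation decides whether the parts differed in tissue. Of the 9 pituitary genes only 1 could be used this way, so no relation was computed.

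Gh was called in footprints of the double knockout against WT (adjusted p = 0.000619, edgeR), and its counts lay in double knockout replicate 1, with 486 there and 0 to 13 in the other 7 footprint libraries. It lies outside the naming rule and was chosen after its values were seen. Of 4 other pituitary genes with at least 10 footprint counts, 2 were highest in that library, Prl with 62 counts and Cga with 21. Pomc held 50 counts there and 106 in Cpeb1 knockout replicate 1. Pituitary tissue in one library, this one, may explain Gh, Prl and Cga, but with 2 of 4 genes it stays open.

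Genes beside Cpeb1 were examined for a segment carried along with the mutation. Of 100 neighbours 2, Arnt2 and Folh1, were called in footprints of the Cpeb1 knockout against WT or of the double against the Fmr1 knockout, as were 47 of 12980 other genes (exact Fisher test, two-sided p = 0.054, adjusted over 8 tests 0.144). A linked segment around Cpeb1 could explain these, and the count is too small to decide.

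Pla2g4e RNA was at 64.8 CPM in double knockout replicate 1 and 11 in replicate 2. WT footprints of Pla2g4e were low too. If the region made that RNA-seq library resemble WT footprints, its deviations from the other RNA-seq libraries would follow the difference of WT minus knockout footprints across the 12 changed neighbours. They did so with r = 0.587 across genes (rho = 0.35, one-sided permutation p = 0.0197 over 100000 resamples). The RNA libraries of the Fmr1 knockout gave r = 0.661 and 0.833, higher than that library, and double knockout replicate 1 gave -0.761. The WT RNA-seq libraries 1 and 2, which would share a resemblance to WT footprints, gave lower values of 0.152 and -0.556. These values lean against this candidate explanation. It stays open, as RNA-seq libraries of a genotype differed here and genes are not independent replicates.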
